# Small RNA-Seq Reveals the Effect of Formaldehyde Treatment on Chicken Embryo Liver microRNA Profiles

**DOI:** 10.3390/ijms262110633

**Published:** 2025-10-31

**Authors:** Saffet Teber, Mustafa Özdemir, Ghulam Asghar Sajid, Selma Büyükkılıç Beyzi, Mehmet Kizilaslan, Yunus Arzık, Servet Yalçın, Stephen N. White, Mehmet Ulas Cinar

**Keywords:** *Gallus gallus*, chicken embryo, miRNA, formaldehyde, expression profile

## Abstract

Formaldehyde (FA) is commonly used for hatchery disinfection, where it reduces microbial growth, ensures successful egg hatch and enhances healthy production, but its specific effects on embryonic development remain unclear. MicroRNAs (miRNAs) regulate gene expression post-transcriptionally and may mediate FA-induced transcriptional responses. Here, we investigated the impact of FA treatment on miRNA profiles in chicken embryo liver. Small RNA-seq libraries were constructed and sequenced using the Illumina NextSeq platform. Reads were trimmed and quantified using miRDeep2 version 2.0.0.3. Differential expression analysis was performed with DESeq2 (*p*-adjusted < 0.05 and |log_2_FC| > 1). Target genes of differentially expressed miRNAs (DEMs) were predicted with miRDB, and GO/KEGG/Reactome enrichment was conducted. Out of 662 total mature miRNAs detected, differential expression analysis identified 30 DEMs (11 up-regulated, 19 down-regulated). The highest fold increase was determined for gga-miR-3533 (log_2_FC = 4.45), and the most significant decrease was determined for gga-miR-133b (log_2_FC = −3.38). Pathway analysis revealed miRNAs affecting signaling pathways along with modules related to post-translational protein modification, immune system, and oxidative stress pathways. Our study demonstrates that FA treatment can affect critical biological processes by altering miRNA-mediated regulation in the developing embryonic liver and point to the need for functional validation of miRNA-target interactions to help determine mechanisms for FA benefits. Long term, these data may help serve as reference to identify new treatments with optimized response profiles.

## 1. Introduction

Formaldehyde (FA) is widely found in nature, industrial production, and consumer products [1]. In addition to being found indoors and outdoors, FA can be a natural product in most living systems [2,3]. FA has been widely used in the poultry industry to disinfect brooder houses, hatcheries [4], and feed [5]. FA may exert mutagenic and carcinogenic effects by inducing DNA damage and impairing DNA repair mechanisms [6]. Also, it can induce adduct formation and cross-linking by covalently binding to DNA and proteins [7]. One of the significant effects of FA exposure is the epigenetic modifications it induces in living organisms [8]. It is estimated that miRNAs, one of the epigenetic modifications, regulate up to 35% of formaldehyde-induced transcriptional responses [9]. Additionally, miRNAs that respond to FA exposure are likely regulators of critical pathways, including those related to immune/inflammatory response and apoptosis/proliferation [9]. Understanding the specific effects of FA on embryonic development, including its impact on critical regulatory molecules such as miRNAs, is vital for assessing its benefits and risks and optimizing its use [1].

Epigenetics describes inherited phenotypic changes that occur without a change in the DNA sequence [10,11]. Epigenetic mechanisms include DNA methylation, histone modification (which alters chromatin structure), and microRNAs (miRNAs) (which control gene expression and protein activity) [12]. miRNAs are small, non-protein-coding RNA molecules of approximately 21–25 nucleotides in length and are critical post-transcriptional regulators that bind to target messenger RNAs and suppress gene expression at the translational level or cause mRNA degradation [13]. miRNAs can control the expression of up to 30% of genes within a given genome [14]. A single miRNA can have one to several hundred target mRNAs [15]. These small molecules are considered critical post-transcriptional regulators of gene expression [13] because they mediate protein synthesis by binding to target mRNAs [16]. After being transported to the cytoplasm, single-stranded miRNAs bind to their complementary sequences in mRNA and inhibit translation, thereby promoting silencing of miRNA target genes [17]. This nonhomologous binding allows individual miRNAs to regulate hundreds of target genes [18].

The chicken embryo is also a robust animal model for studying epigenetic reprogramming processes. In vertebrates, critical epigenetic reprogramming events occur during early embryogenesis and germ cell development [19]. miRNA expression has been characterized in early developmental stages of chick embryos [15]. Because miRNAs are conserved across species, understanding when and where they are expressed in chick embryos will increase our current understanding of gene regulation during vertebrate development [15].

The liver plays a crucial role in the development of the chick embryo, particularly during key metabolic and physiological transitions. Throughout the embryonic period, the liver is primarily responsible for the metabolism of yolk lipids, which serve as the primary energy source for the embryo [20]. More than 90% of the energy in late-term embryonic development is derived from the oxidation of these yolk lipids, illustrating the liver’s central role in embryonic energy metabolism [21]. Furthermore, the liver synthesizes vital proteins and biochemical processes for the chick embryo’s development. For instance, during the last week of embryo maturation, significant absorption and oxidation activities related to yolk lipids occur [22]. This period is critical for progressing to metabolic independence post-hatch [23]. Notably, the liver’s enzymatic profile changes in response to the transition from embryonic to neonatal states, altering lipid metabolism and energy allocation essential for healthy development immediately after hatching [24]. In addition to its metabolic functions, the liver in chick embryos acts as a hematopoietic organ during specific development stages, contributing to blood protein synthesis, such as albumin, and playing a role in detoxifying potential teratogens or harmful substances [25].

In the poultry industry, losses due to microbial contamination of hatching eggs can reach millions of dollars [4]. Although FA is a widely used disinfectant in hatchery, the full range of its biological effects on developing poultry has not been evaluated. No molecular study in the literature shows the effect of FA treatment on miRNA of chicken embryos. This study aims to fill the research gap regarding the changes in miRNA profiles in chick embryo livers caused by using FA for pre-hatching disinfection.

## 2. Results

### 2.1. miRNAs Sequencing Data

A total of 6 small RNA libraries from the FA and control groups of chicken were used for miRNA sequence analysis. 

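The libraries came from the livers of 6 chick embryos, 3 from eggs fumigated with FA at 6 g/m3 and 3 from control eggs, taken on day 18 of incubation from groups of 75 eggs. The embryos in the control libraries are named C1 to C3 and those in the FA libraries FA1 to FA3, with 1 library per embryo and no pooling. The authors trimmed the reads with cutadapt, mapped them to the chicken genome GRCg7b with the miRDeep2 mapper, and counted them on the chicken mature miRNAs of miRBase. They deposited raw counts per mature miRNA, without normalization. The total count was 2968225 in C1, 4131711 in C2 and 3377855 in C3, with a median of 3377855. It was 2414912 in FA1, 1173904 in FA2 and 2703208 in FA3, with a median of 2414912. All FA totals were below all control totals (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Relative to the mapped reads the paper lists in Table 1, the counts were 76.8% in C1, 79.7% in C2, 77.5% in C3 and 81.7% in FA3, but 32.1% in FA1 and 34.5% in FA2. This share did not separate the groups (exact permutation test, p = 0.4). The analyses use the total counts, not the mapped reads. Each library was taken as a separate replicate. The main test was the quasi-likelihood test of edgeR on the counts with TMM scaling and Benjamini-Hochberg adjustment, after its filter on low counts. Levels are given as CPM after TMM scaling. DESeq2, which the paper used, was run as an alternative on the same counts. The choice of test, the filter on low counts and single libraries changed the number of DEMs. The methods do not state how reads that fit several mature miRNAs were counted.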

In the FA group, miRNA libraries yielded 21,156,913 raw reads. On the other hand, in the control group, miRNA libraries yielded 18,719,725 raw reads. After removing low-quality reads and adaptor sequences, over 33,381,401 clean reads were obtained from each of the 6 miRNA libraries (Table 1). The percentage of total mapped clean reads for each miRNA library was 72.3–93.6%, aligned with the chicken reference genome (bGalGal1.mat.broiler.GRCg7b). The GC content of 6 miRNA trimmed samples were between 42% and 46%, and Q30 percentages were >96.69% (Table 1).

Known conserved miRNAs were identified using miRBase (http://www.mirbase.org/ accessed on 14 January 2025). In this study, 662 mature miRNAs were analyzed. 

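The deposited counts held 662 mature miRNAs with at least 1 count in any library. In single libraries, 452, 478 and 484 were detected in C1, C2 and C3, against 451, 366 and 444 in FA1, FA2 and FA3. The mean was 471.3 ± 17.0 (SD, n = 3) in the control group and 420.3 ± 47.2 (SD, n = 3) in the FA group (two-sided exact permutation test, p = 0.1). FA2, with the fewest miRNAs, also had the smallest total count. A count of 0 allowed a level of up to 2.79 CPM in FA2 and of up to 0.675 CPM in C2, the deepest library, where 3 counts were taken as the limit. With a minimum of 10 counts in at least 1 library, 310 miRNAs were detected. The filter of edgeR kept 252 miRNAs, which held 99.97% of all counts.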

The 10 most abundant known miRNAs in each sample were gga-miR-122-5p, gga-miR-148a-3p, gga-miR-126-3p, gga-miR-143-3p, gga-miR-100-5p, gga-miR-21-5p, gga-miR-26a-2-5p, gga-miR-26a-5p, gga-miR-101-3p, and gga-miR-30e-5p.

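Ranked by count within each library, 9 of these 10 miRNAs were among the 10 highest in C1, C2, C3 and FA2, 10 in FA1 and 8 in FA3. gga-miR-30e-5p ranked 12 in C1, 14 in C2 and 13 in C3, gga-miR-143-3p ranked 18 in FA2, and gga-miR-26a-2-5p and gga-miR-26a-5p ranked 11 and 12 in FA3. Their places were taken by gga-miR-146c-5p or gga-miR-30a-5p. The counts of gga-miR-26a-2-5p and gga-miR-26a-5p were equal or nearly so in every library, 189743 for both in C2 and 45320 against 45318 in FA3, so the counting did not tell them apart. gga-miR-122-5p was the highest in all 6 libraries. It took 27.0% of the counts in C1, 20.7% in C2 and 25.8% in C3, and 30.4% in FA1, 49.7% in FA2 and 38.0% in FA3. The mean share was 24.5% ± 3.36 (SD, n = 3) in the control group and 39.4% ± 9.73 (SD, n = 3) in the FA group, a difference of 14.9 percentage points (two-sided exact permutation test, p = 0.1). The Wilson 95% confidence interval of the share in FA2, the smallest library, was 49.6% to 49.8%, which covers counting error only.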

Principal component analysis (PCA) of the miRNA expression profiles revealed a clear separation between FA-treated and control samples. 

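Principal components were computed on log_2_ CPM of the 252 miRNAs that passed the filter, with a prior count of 2, centred and not scaled. PC1 held 43.9% of the variance (jackknife SD 2.43) and PC2 23.6%. The PC1 scores were -1.60, -5.60 and -11.98 in C1, C2 and C3, and -0.795, 12.6 and 7.41 in FA1, FA2 and FA3. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). The gap between C1 and FA1 was 0.806, against an SD of 5.24 within the control group and 6.74 within the FA group. The split by treatment held 33.5% of the total variance of these 252 miRNAs (jackknife SD 9.02). Other splits of the libraries into 3 and 3 held 10.7% to 29.4%. The share does not tell FA from other differences between the groups. Without a filter on low counts the split by treatment held 29.4%, and PC1 held 36.8%, the largest move of PC1 among the alternatives. The PC1 scores of the groups overlapped when total counts replaced TMM, and when FA2 was left out.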

In PCA, PC1 (41% variance) distinctly differentiated control and FA samples, validating the experiment’s repeatability and the significant impact of FA on global expression (Figure 1).

### 2.2. Differentially Expressed miRNA in the Chicken Between FA and Control

We performed differential expression analysis to identify miRNAs that were significantly altered by FA treatment with adjusted *p*-value < 0.05 and |log_2_FC| > 1. 

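The quasi-likelihood test of edgeR covered the 252 miRNAs that passed the filter, with a biological coefficient of variation of 46.0%. It called 0 DEMs at these thresholds. An unadjusted p under 0.05 was found for 51 miRNAs, 24 up-regulated and 27 down-regulated, where chance alone gives 12.6. The smallest adjusted p was 0.121, shared by 10 miRNAs. DESeq2, with its own size factors and independent filtering, called 30 DEMs on the same counts, 11 up-regulated and 19 down-regulated, and all 30 were those of Table 2. The alternative that moved the number most was edgeR without the filter, which called 39 DEMs, 10 up-regulated and 29 down-regulated, 27 of them in Table 2. Without C3, edgeR called 4 DEMs, and without FA3 it called 1. No DEM was called by edgeR without C1, C2, FA1 or FA2, where 65, 36, 53 and 46 miRNAs had an unadjusted p under 0.05.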

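Of the 30 miRNAs of Table 2, 27 passed the filter, and gga-miR-3533, gga-miR-12239-5p and gga-miR-12214-5p did not. All 27 had an unadjusted p under 0.05 in the quasi-likelihood test of edgeR, with the direction given in Table 2 and adjusted p from 0.121 to 0.244 over all miRNAs tested. Adjusted over the list alone, 27 were under 0.05, which is not independent evidence because the list was chosen on these libraries. The CPM of the groups did not overlap for 23 of the 30, 10 higher and 13 lower in FA, a number that the choice of the list on these libraries raises. Over all 252 miRNAs tested, 67 did not overlap, where chance gives 10% and the other splits of the 6 libraries into 3 and 3 gave 9 to 47. An absolute log_2_FC above 2 was found for 11 of these 27 miRNAs. For gga-let-7l-5p the log_2_FC was -2.22 (SE 0.59, adjusted p = 0.121), from 249.2 ± 74.7 CPM (SD, n = 3) in the control group to 52.9 ± 38.9 CPM (SD, n = 3) in the FA group. gga-miR-1388a-5p had a log_2_FC of -2.05 (SE 0.81, adjusted p = 0.207), between -3.06 and -1.55 with each library left out in turn. gga-miR-148a-5p was higher in FA by a log_2_FC of 2.06 (SE 0.52, adjusted p = 0.121). For gga-miR-133a-5p (-2.36, SE 0.98) and gga-miR-133a-3p (-2.15, SE 0.92) the log_2_FC went to -0.43 and -0.38 without C3. Of the 19 down-regulated miRNAs, 9 had their highest level in C3, and 8 had a log_2_FC more than 1.5 times smaller without it, while 10 had one as large or larger. Whether reads were shared between members of let-7 or miR-133 was not tested, since mature sequences were not used here.

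**Figure D1:**
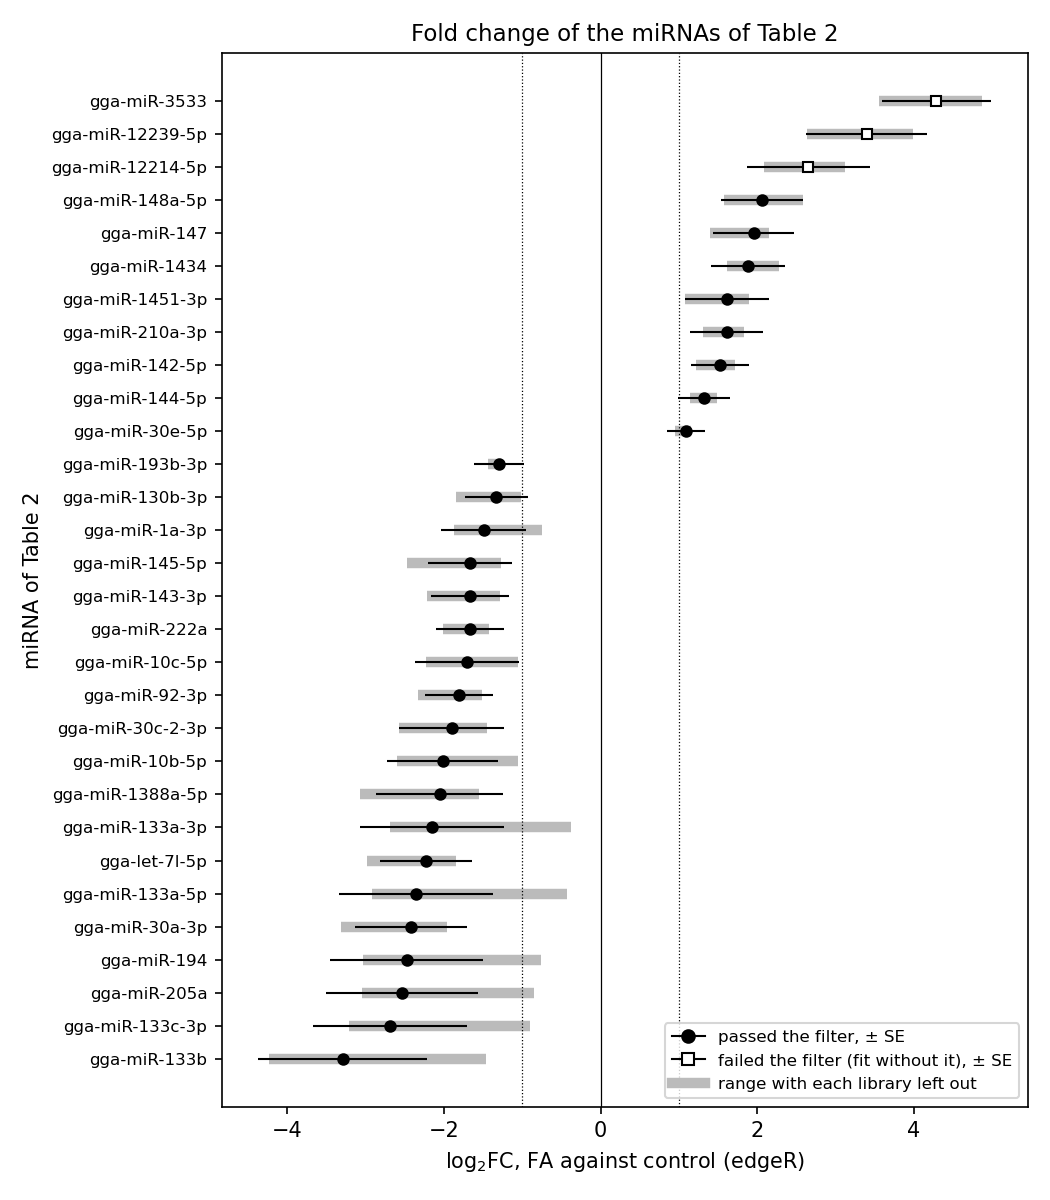
The log_2_FC of FA against control is shown on the x axis for each of the 30 miRNAs of Table 2. Points with error bars give edgeR's estimate and its SE, open squares the 3 miRNAs that failed the filter (fitted without it), grey bars the range with each library left out in turn, and dotted lines an absolute log_2_FC of 1. The grey bars of gga-miR-133a-3p and gga-miR-133a-5p reach -0.38 and -0.43.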

Of the 30 DEMs found, 11 miRNAs were up-regulated, and 19 miRNAs were down-regulated (Table 2). gga-miR-133b, gga-miR-133c-3p, gga-miR-205a, gga-miR-30a-3p, gga-miR-194, gga-miR-133a-5p, gga-let-7l-5p, gga-miR-133a-3p, gga-miR-1388a-5p show significant down-regulated differential expressions, while gga-miR-12214-5p, gga-miR-12239-5p, gga-miR-3533 show significant up-regulated differential expressions (|log_2_FC| > 2).

To visualize the differences in miRNA expression patterns, we generated a heatmap of the 30 DEMs (Figure 2). 

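Complete-linkage clustering on the Euclidean distance of log_2_ CPM over the 252 tested miRNAs, divided into a pair of branches, placed C1, C2 and C3 in one branch and FA1, FA2 and FA3 in the other. The nearest library to C3 was FA1, at a distance of 16.2, against 18.5 to the nearest control library. For C1 the nearest control library lay at 14.04 and the nearest FA library at 14.21. Across miRNAs, which are not independent replicates, the Spearman correlation was 0.928 to 0.955 between control libraries, 0.921 to 0.962 between FA libraries and 0.872 to 0.961 between groups. With average linkage, 4 of the 6 libraries sat with the majority of their group. Without C2 or without FA3, 4 of the 5 remaining libraries did. Clustered on the 30 miRNAs of Table 2 alone, all 6 did, but those miRNAs were chosen because they differed between these libraries.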

Significant differences in clustering were observed in miRNA expression profiles between the control and FA groups. Especially, gga-miR-3533 and gga-miR-133b showed the highest group differences. 

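gga-miR-3533 had 3, 6 and 5 counts in C1, C2 and C3, and 77, 55 and 2 counts in FA1, FA2 and FA3. With these counts it failed the filter of edgeR and did not enter the main test. Fitted without the filter, its log_2_FC was 4.28 (SE 0.70), and its adjusted p in the quasi-likelihood test of edgeR was 3.2e-07. This adjusted p ranged from 2.6e-08 to 0.539 over the alternatives. It was 0.539 without FA2, where the log_2_FC was 3.55 (SE 1.24). The FA libraries did not all lie above the control libraries (two-sided exact permutation test, p = 0.4). The hairpin of gga-miR-3533 is annotated as MIR3533 on chromosome 14 of GRCg7b from 4181868 to 4181951, inside ACTB, the gene of beta-actin, which spans 4180680 to 4184911. The annotation used gives no exons, and the strands of the hairpin and the gene were not compared. gga-miR-133b had the largest decrease among the 30 miRNAs of Table 2, with a log_2_FC of -3.29 (SE 1.07). Its adjusted p was 0.150 in the same test after the filter, and ranged from 9.6e-05 to 0.400 over the alternatives. With each library left out in turn, its log_2_FC lay between -4.23 and -1.46, the latter without C3. Its hairpin, MIR133B, lies on chromosome 3 from 107382762 to 107382845, in no annotated host gene.

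**Figure D2:**
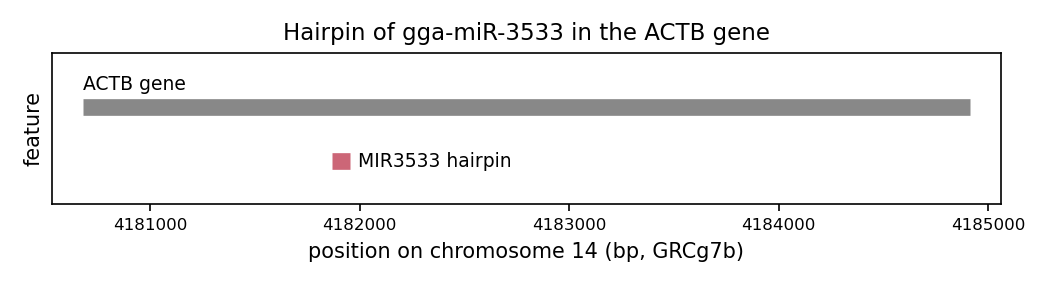
Map of chromosome 14 of GRCg7b, with position in base pairs on the x axis. The grey bar is the ACTB gene from 4180680 to 4184911, and the red bar is the hairpin of gga-miR-3533, which lies inside it.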

A volcano plot was used to visualize differential miRNA expression distribution. gga-miR-3533 (log_2_FC = 4.45) and gga-miR-133b (log_2_FC = −3.38) were notable for their statistical significance (*p*-adjusted < 0.05) and substantial fold change (Figure 2).

We also used a volcano plot to summarize the statistical significance versus the change for all miRNAs (Figure 3). In the volcano plot, points corresponding to gga-miR-3533 and gga-miR-133b are far on the right (red) and left (blue), respectively, and are among the highest on the y-axis, confirming that these two miRNAs are both highly significant and have large fold changes. 

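Ranked by the p of DESeq2 over all miRNAs, gga-miR-3533 was at rank 1 and gga-miR-133b at rank 11. gga-let-7l-5p, gga-miR-30a-3p and gga-miR-92-3p were at ranks 2, 3 and 4. By the absolute log_2_FC of Table 2, the same pair was at ranks 1 and 3, with gga-miR-12239-5p at rank 2. By the p of edgeR's quasi-likelihood test over the 252 miRNAs tested, gga-miR-133b was at rank 24 and gga-miR-30e-5p at rank 1.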

The plot also highlights other DEMs that did not significantly change (gray points).

### 2.3. Functional Enrichment and Pathway Analysis of Target Genes of Differentially Expressed miRNAs

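The sheet of Table S1 for up-regulated miRNAs was joined by name to the calls. It lists, as the paper's predictions, 1094 pairs of 10 miRNAs with 1032 gene symbols. gga-miR-30e-5p has 552 of the paper's pairs (50.5%), gga-miR-142-5p has 150, and gga-miR-3533, gga-miR-12239-5p and gga-miR-12214-5p, which failed the filter on low counts, have 73, 79 and 100. Without these 3 miRNAs the list holds 811 symbols. The quasi-likelihood test of edgeR called 0 of the 10 miRNAs, of which 7 were tested, each with an unadjusted p under 0.05, so 0 symbols of the list belonged to its DEMs, and all 1032 belonged to the DEMs of DESeq2. gga-miR-30e-5p rose from 15937.5 ± 2371 CPM (SD, n = 3) in the control group to 33933 ± 4789 CPM (SD, n = 3) in the FA group. Its log_2_FC was 1.09 (SE 0.25, adjusted p = 0.121), between 0.95 and 1.15 with each library left out in turn. It lies within NFYC on chromosome 23 of GRCg7b, from 5293315 to 5293410. The sheet for down-regulated miRNAs was not used here.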

Downstream of the miRNAs themselves, there were 2334 differentially expressed target genes for down-regulated miRNAs and 1032 target genes for up-regulated miRNAs (Table S1). These were employed to better understand the function of differentially expressed miRNAs through GO and KEGG pathway enrichment. The GO terms include biological processes (BP), cellular components (CC), and molecular functions (MF). Furthermore, the KEGG and Reactome pathways in differentially expressed miRNAs target genes with *p*-value < 0.05 were analyzed. For down-regulated miRNAs, 1839 were enriched based on gene ontology and 453 were enriched based on pathway, while for up-regulated miRNAs, 960 were enriched based on gene ontology and 170 were enriched based on pathway.

Gene Ontology enrichment revealed shared and distinct terms between the down- and up-regulated miRNA target genes (Table S2). Many fundamental cellular components and processes were enriched in both groups. However, some differences were found. Target genes of down-regulated miRNAs were markedly enriched. Within Cellular Component, they clustered in large intracellular domains—intracellular organelle membrane, cytoplasmic part, and related membrane-bounded organelle terms—while the Biological Process ontology was dominated by global control and metabolic categories such as regulation of biological process, cellular metabolic process, and macromolecule metabolic process. The target genes of downregulated miRNAs are largely similar to those target genes of up-regulated miRNAs, but there are differences. Among the 10 most enriched terms in CC, organelle lumen is not found among downregulated target genes but is among up-regulated target genes. Similarly, in the MF category, the terms transferase activity, catalytic activity, acting on a protein, and enzyme binding are only found among up-regulated target genes. Figure 4 shows the top 10 enriched GO terms for target genes of down- and up-regulated miRNAs across the CC, BP, and MF categories.

Pathway enrichment analysis showed further insights, especially regarding higher-level biological pathways related to FA treatment via miRNA regulation. Many enriched pathways were common to the down- and up-regulated target gene sets, including general signaling and metabolic pathways. Significant differences were observed in accordance with the above GO results. The target genes of down-regulated miRNAs displayed enrichment in several extensive pathway categories, including Signal Transduction (Reactome), Post-translational Protein Modification, Rho GTPase signaling pathways, and Disease pathways. On the other hand, the target genes of up-regulated miRNAs were found to be enriched in pathways including the adaptive immune system, antigen processing and presentation, and developmental biology, in addition to general signal transduction and protein modification pathways. Among the top 15 enriched pathways for up-regulated miRNA targets were multiple immune system pathways. Figure 5 shows the top enriched pathways (Reactome and KEGG) for targets of down- and up-regulated miRNAs.

## 3. Discussion

In this study, we used high-throughput miRNA sequencing technology to identify changes in the miRNA profile in chick embryo liver caused by using FA for pre-hatching disinfection. 662 miRNAs were detected by small RNA sequencing of six samples in chick embryo liver. The differential analysis identified 30 DEMs with a *p*-adjusted < 0.05, caused by the pre-hatching disinfection using FA. 

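DESeq2 was run again with each library left out in turn, an alternative chosen after seeing the data. The number of DEMs was 30 without C1 (23 of them in Table 2), 19 without C2 (17), 4 without C3 (all 4), 27 without FA1 (22), 16 without FA2 (15) and 8 without FA3 (all 8). gga-miR-92-3p, gga-let-7l-5p and gga-miR-30a-3p were called in all 6 of these fits. With all libraries thinned at random to the total of the smallest, the median number of DEMs over 20 draws was 21. From the 30 DEMs, the paper proposes an epigenetic effect of FA on the tissues of the embryo.

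**Figure D3:**
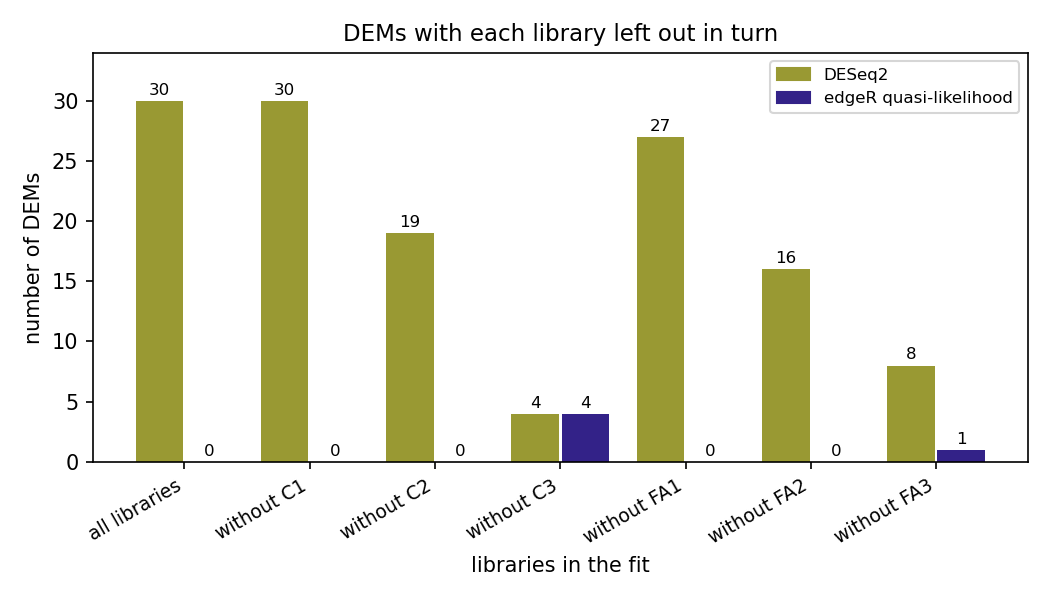
Number of DEMs on the y axis, called by DESeq2 and by the quasi-likelihood test of edgeR, with all libraries and with each library left out in turn on the x axis. DESeq2 called 30 DEMs with all libraries and 4 without C3, and edgeR called 0 and 4. A call can be lost while the log_2_FC stays as large.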

The findings indicate that FA can influence gene expression at the epigenetic level in embryonic tissues. Studies have demonstrated that exposure to formaldehyde can result in broad epigenetic modifications, including alterations in DNA methylation [26,27,28], histone modifications [29,30], and changes in miRNA expression [9,31,32,33]. Park et al. [34] reported that, in Yucatan minipigs, FA exposure suppresses the immune response, as evidenced by changes in the distribution of helper T cells and expression levels of immune-related factors.

It has been observed that miRNAs with different expression in embryos exposed to FA target signaling pathways that are critical for normal embryonic development. Liao et al. [35] identified 2459 miRNAs in the early stages of chicken embryos, revealing stage-specific miRNA profiles and demonstrating that many of these are key nodes in essential pathways such as VEGF, Insulin, ErbB, MAPK, Hedgehog, TLR, and Hippo. Those pathways that regulate organogenesis and differentiation processes are tightly regulated for the healthy development of the embryo. In our study, among the predicted target genes of the miRNAs altered due to FA treatment, many pathways were found related to cell proliferation, differentiation, and apoptosis. For example, our enrichment analyses have shown that pathways associated with developmental processes, such as Wnt and TGF-β signaling pathways, are affected in the FA group. Xu et al. [36] examined the miRNA profiles in chicken granulosa cells throughout follicle development and reported that 48 miRNAs, which showed dynamic changes over time, regulated hundreds of target genes involved in processes such as oocyte meiosis, progesterone-induced oocyte maturation, Wnt, and TGF-β signaling. In the same study, it was shown that some miRNAs associated with apoptosis and autophagy (for example, the let-7 family, gga-miR-363-3p, gga-miR-30c-5p, and gga-miR-21-5p) play critical roles during follicle development. Also, gg-miR-30a-3p was reported to be associated with myoblast proliferation and differentiation [37]. Our findings also suggest that some miRNAs, such as gga-miR-30a-3p, which decrease with FA exposure, normally control the balance between cell death and survival. In this context, it is conceivable that FA could disrupt embryonic organ development by creating an imbalance in such developmental pathways.

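gga-miR-30a-3p fell from 308.6 ± 145 CPM (SD, n = 3) in the control group to 57.2 ± 48.6 CPM (SD, n = 3) in the FA group, and the groups did not overlap (two-sided exact permutation test, p = 0.1). The log_2_FC was -2.42 (SE 0.72, adjusted p = 0.144 from edgeR's quasi-likelihood test). It lay between -3.31 and -1.96 with each library left out in turn. The adjusted p ranged from 2.4e-05 to 0.390 over the alternatives. The other arm of the same hairpin, gga-miR-30a-5p, had a log_2_FC of 0.07 (SE 0.24). The hairpin is annotated as MIR30A on chromosome 3 of GRCg7b from 82034731 to 82034802, within the gene LOC121113175.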

Among the differentially expressed miRNAs caused by FA, there are some important regulators that are known to be tissue or process-specific under normal conditions. For example, in our study, a significant decrease in the levels of gga-miR-133b and gga-miR-133c-3p was observed with FA exposure. 

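The CPM of gga-miR-133b was 5.49, 4.95 and 51.1 in C1, C2 and C3, and 3.69, 0.931 and 1.19 in FA1, FA2 and FA3. gga-miR-133c-3p had 6.22, 8.55 and 70.7 CPM in the control libraries and 6.56, 3.72 and 2.77 CPM in the FA libraries. Its log_2_FC was -2.69 (SE 0.98, adjusted p = 0.196 from edgeR's quasi-likelihood test), and -0.90 without C3. The level of C3 was 13.9 times the median of the other libraries for gga-miR-133b and 11.4 times for gga-miR-133c-3p. In case the counting shared reads between members on the 3p arm, which was not tested because mature sequences were not used here, the counts of gga-miR-133a-3p, gga-miR-133b and gga-miR-133c-3p were also added. The sum was 41.4, 62.8 and 493.7 CPM in C1, C2 and C3, and 60.7, 36.3 and 23.3 CPM in FA1, FA2 and FA3, so FA1 lay above C1. Its log_2_FC was -2.31 (SE 0.92, adjusted p = 0.205), and -0.55 (SE 0.57) without C3. MIR133C is annotated on chromosome 23 of GRCg7b from 4704445 to 4704523, within IFI27L2.

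**Figure D4:**
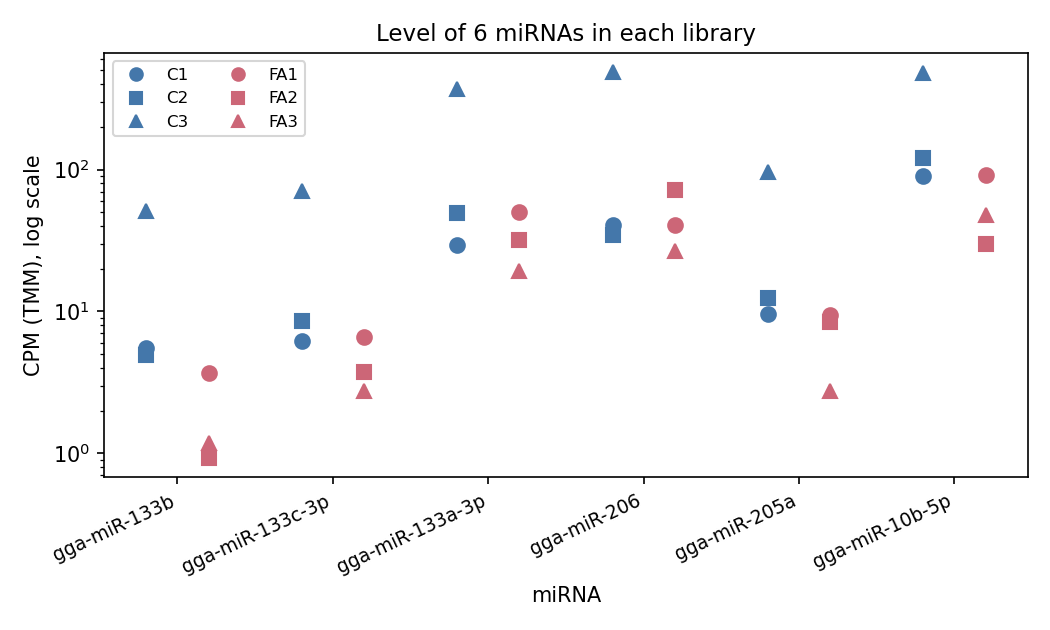
Level of 6 miRNAs in each library, in CPM after TMM scaling on a log axis. Blue symbols are the control libraries and red symbols the FA libraries. C3, the blue triangle, is the highest library for each miRNA, at 51.1 CPM for gga-miR-133b and 485.6 CPM for gga-miR-206, a miRNA of muscle outside Table 2.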

The miR-133 family plays a key role in the development and differentiation of skeletal muscle [38]. Shi et al. [39] demonstrated that thousands of miRNAs are expressed during embryonic muscle development, and specifically, pathways associated with muscle development, such as Wnt, Notch, and MAPK, are targeted by these miRNAs. It remains to be determined whether FA alteration of miR-133s improves or impairs muscle development in detectable ways. MiR-10 b-5p is involved in several disease processes, such as cancer and neurological disorders [39,40,41]. Recent studies indicate that miR-10b-5p expression varies in spinal cord injury (SCI) models; its down-regulation is associated with heightened neuronal apoptosis and impaired tissue repair [42]. Overexpression of miR-10b-5p has been demonstrated to promote autophagy and inhibit apoptosis via UBR7 inhibition of the Wnt/β-catenin signaling pathway [43]. 

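gga-miR-10b-5p had 90.8, 119.9 and 477.2 CPM in C1, C2 and C3, and 91.4, 29.8 and 48.2 CPM in FA1, FA2 and FA3, so FA1 lay above C1 (two-sided exact permutation test, p = 0.2). The log_2_FC was -2.01 (SE 0.71, adjusted p = 0.184 from edgeR's quasi-likelihood test), and -1.05 without C3. The adjusted p ranged from 0.00050 to 0.396 over the alternatives. The hairpin MIR10B lies on chromosome 7 of GRCg7b from 15901542 to 15901651, within HOXD3. gga-miR-10c-5p, a member of the same family whose reads the counting could have shared, had a log_2_FC of -1.71 (SE 0.66), and -1.06 without C3.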

In our study, the observed down-regulation of miR-10b-5p in FA treated embryonic liver suggests potential alterations of as yet undefined magnitude in cellular stress, apoptosis, or developmental processes. Similarly, another miRNA that significantly decreased in the group treated to FA, miR-205a, was demonstrated in a study on Tibial dyschondroplasia (TD, a kind of bone metabolic disease in fast-growing broilers, which seriously restricts the development of the poultry industry) in chickens where the transfection of an miR-205a overexpression plasmid reduced chondrocyte growth and development in TD while enhancing apoptosis; conversely, blocking miR-205a had opposite effects [40]. In another study in chickens, it was reported that miR-205a can directly bind to the 3′UTR of *CDH11* and that the overexpression of miR-205a could inhibit proliferation in both QM7 and CPM cell lines, while at the same time promoting myoblast differentiation [41]. Moreover, given the demonstrated role of miR-205a in targeting *CDH11*, its reduced expression may alleviate the suppression of *CDH11*, potentially altering cell–cell adhesion and tissue remodeling dynamics [41]. Also, Ouyang et al. [42] reported that miR-205a are key growth-related target genes in the network. 

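The CPM of gga-miR-205a was 9.52, 12.4 and 95.6 in C1, C2 and C3, and 9.43, 8.38 and 2.77 in FA1, FA2 and FA3. All FA libraries were below all control libraries (two-sided exact permutation test, p = 0.1), FA1 and C1 being the closest pair. The log_2_FC was -2.53 (SE 0.97, adjusted p = 0.207 from edgeR's quasi-likelihood test), and -0.85 without C3. The adjusted p ranged from 0.00050 to 0.630 over the alternatives. The hairpin is annotated as MIR205 on chromosome 26 of GRCg7b from 3112079 to 3112174, within PLXNA2.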

In our study, the suppression of gga-miR-205a by FA suggests that FA treatment could also affect skeletal system development. While numerous studies have shown that FA fumigation has beneficial effects on disinfection and no major detrimental effects on growth [4,5], our study informs an overall perspective that there may be room for further improvement in treatment options. Furthermore, our data provide a reference against which to compare future treatment options.

Our analyses showed that a significant portion of the target genes of the miRNAs altered by FA exposure are related to immune response and inflammation processes. This situation suggests that FA may affect immune system development and immunological balance during the embryonic development period. Indeed, it is well known that environmental stress can strongly alter miRNA profiles in infection models. We also observed the down-regulation of gga-miR-194 in FA-treated embryos. 

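gga-miR-194 had 10, 295 and 50 counts in C1, C2 and C3, and 8, 8 and 12 counts in FA1, FA2 and FA3. In CPM these were 3.66, 66.4 and 12.7 against 3.28, 7.45 and 4.74, so the groups overlapped (two-sided exact permutation test, p = 0.3). The log_2_FC was -2.48 (SE 0.98, adjusted p = 0.207 from edgeR's quasi-likelihood test), and -0.76 without C2. The adjusted p ranged from 0.0013 to 0.766 over the alternatives. MIR194-1 lies on chromosome 3 of GRCg7b from 18493694 to 18493768, within IARS2.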

Jia et al. [43] reported that deep sequencing analyses under APEC infection reported that miR-194 showed significant changes among different experimental groups. This study shows that gga-miR-194 is among the critical miRNAs that may play a role in host immune response and modulate processes such as inflammatory signaling and apoptotic regulation. Also, Dinh et al. [44] highlighted the differential expression of gga-miR-194 in chicken lines showing different disease susceptibility. In chicken jejunum infected with *Eimeria maxima*, gga-miR-1388a-5p was also among the set of miRNAs consistently down-regulated at both 4 d and 7 d post-infection [45]. Moreover, network analysis of this miRNA showed that it may be involved in the immune response to *Eimeira maxima* infection in the jejunum. These findings indicate that biological stressors, such as infections, lead to widespread miRNA-mediated reprogramming in the host. In our study, the number of miRNA changes detected in embryos exposed to FA remained at a more modest level compared to infection models (a total of 30 miRNA changes), which may suggest that the chemical stressor FA elicits a more limited but specific molecular response.

In contrast to the suppression of many miRNAs, some miRNAs were up-regulated in response to FA. 

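gga-miR-12239-5p had 4, 0 and 4 counts in C1, C2 and C3, and 6, 20 and 20 counts in FA1, FA2 and FA3. gga-miR-12214-5p had 3, 3 and 4 counts in the control libraries and 5, 13 and 16 counts in the FA libraries. The CPM of the groups did not overlap for these 2 miRNAs (two-sided exact permutation test, p = 0.1 for each). Both failed the filter on low counts, as did gga-miR-3533, and did not enter the main test. Fitted without the filter, gga-miR-12239-5p had a log_2_FC of 3.40 (SE 0.77) and gga-miR-12214-5p one of 2.65 (SE 0.78). Their adjusted p from edgeR's quasi-likelihood test were 0.00050 and 0.0170. Over the alternatives the adjusted p ranged from 0.00013 to 0.586 for the former and from 0.0047 to 0.508 for the latter. The highest values were those without FA2, where the log_2_FC were 2.63 (SE 1.09) and 2.08 (SE 0.69). Without FA3, gga-miR-12214-5p had a log_2_FC of 2.65 (SE 0.91) at an adjusted p of 0.0717 in the same test. Relative to its SE, its log_2_FC was no smaller without FA2. The high adjusted p there does not show that FA2 carries the change. With the newer quasi-likelihood fit of edgeR and no filter, chosen after seeing the data, the adjusted p were 0.0626 for gga-miR-3533, 0.0663 for gga-miR-12239-5p and 0.0775 for gga-miR-12214-5p. The hairpin of gga-miR-12239-5p lies on chromosome 2 of GRCg7b from 6392763 to 6392819, within PRKAG2, and that of gga-miR-12214-5p on chromosome 1 from 167910909 to 167910966, within LCP1.

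**Figure D5:**
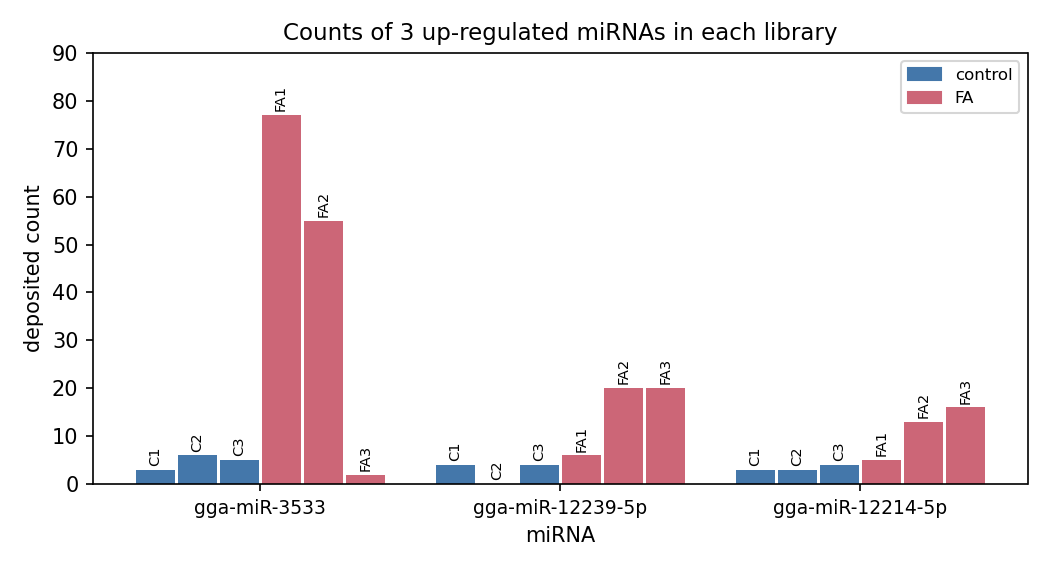
Deposited counts of gga-miR-3533, gga-miR-12239-5p and gga-miR-12214-5p on the y axis, with 1 bar for each library. Blue bars are control and red bars FA libraries. gga-miR-12239-5p reaches 20 counts in FA2 and FA3, and 4 at most in the control libraries.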

Three miRNAs in particular—gga-miR-12214-5p, gga-miR-12239-5p, and gga-miR-3533—were significantly up-regulated with log_2_FC > 2. These miRNAs might be part of an adaptive regulatory response to FA stress. A comprehensive study on chicken muscle development revealed that more than 200 mRNA molecules were indirectly controlled by a competitive endogenous RNA (ceRNA) network comprising seven miRNAs, including gga-miR-12239-5p [46]. This network’s target genes include stress response proteins and glycolysis enzymes, indicating that gga-miR-12239 could be involved in energy metabolism and muscle development processes [46]. In a study reported on miRNA expression patterns following astrovirus infection in chickens, gga-miR-3533 was one of the miRNAs most highly expressed in the spleens of infected birds [47]. On the other hand, a study on ethanol exposure in chicken embryos found that gga-miR-3533 was notably downregulated by alcohol exposure [48]. These results underline how important molecular mediators in the response of the embryonic liver to FA treated stress could be miRNAs. Their significant up-regulation indicates the activation of conserved pathways linked to metabolic adaptation, cytoskeletal organization, and immune modulation. Functional enrichment analysis of the expected targets of up-regulated miRNAs also showed overrepresentation of GO terms such as nuclear lumen, cell development, immune system process, and transferase complex, indicating a change toward immune and stress-adaptive responses. Pathway analysis also revealed more signaling modules, including the MAPK pathway, antigen processing and presentation, and adaptive immune system, all pointing to increased cellular activity connected to damage recognition, repair, and inflammation. Emerging evidence suggests that embryonic miRNA dysregulation can have lasting effects on organ development, immune function, and metabolic programming in poultry and livestock [49].

Our study demonstrates that FA can potentially lead to important effects by reshaping miRNA-mediated gene regulation during the embryonic period. The miRNA changes detected in the embryonic liver affect a wide range of target gene pools, from epigenetic regulatory genes to developmental signals, metabolic pathways, and immune responses. This situation indicates that the phenotypic outcomes that may arise in the embryo as a result of FA exposure can be multifaceted and highlight the need for further research to understand the long-term effects of hatchery disinfection practices.

## 4. Materials and Methods

### 4.1. Animal Ethics

This study was approved by the Institutional Animal Care and Use Committee of Erciyes University, Kayseri, Türkiye (4 January 2023, #004). This research protocol was in accordance with the guidelines of the Turkish Council on Animal Experimentation for agricultural animal facilities (15 February 2014, #28914).

### 4.2. Experimental Design and Sample Collection

The hatching eggs in this research were Tinted breed chick embryos procured from Berrin Enez Hathery and Layer Co. (Balıkesir, Türkiye) and placed in two separate incubators (Petersime NV, Zulte, Belgium). The eggs were randomly allocated to two groups. FA was not administered to half of the embryos, which were retained as controls. The remaining half of the eggs (*n* = 75 eggs) were subjected to FA by combining formalin and potassium permanganate (KMnO_4_) to release FA gas. The heat necessary for the formalin release was produced by combining 35 mL of formalin with 17.5 g of KMnO_4_ [50]. The process involved the combustion of FA, egg disinfection, and gas evacuation, which required 25 min [51]. The FA concentration was 6 g/m^3^. The incubator was not subjected to any additional disinfection procedures during the investigation. During the fumigation process, the relative humidity was maintained at 75% and the temperature was maintained at 24–25 °C. A total of 150 fertilized chicken eggs were incubated at a temperature of 37.8 °C and a relative humidity of 58–63%. The embryos were acquired by fracturing the eggs on the 18th day of incubation and were euthanized using the cervical dislocation method. This time point was chosen as it corresponds to a developmental stage where organogenesis and morphology are largely complete, as defined by Hamburger and Hamilton [52]. Subsequently, liver samples were obtained and snap-frozen in liquid nitrogen and subsequently stored at −80 °C until small RNA extraction was conducted. Six developed chick embryos were selected randomly (n = 3 from each group).

### 4.3. RNA Extraction and Quality Control

Total RNA was extracted from six liver tissues utilizing an RNA extraction kit (Nucleogene, Istanbul, Türkiye) following the manufacturer’s instructions. The purity and concentration of RNA were evaluated using the BioSpec-Nano Spectrophotometer (Shimadzu, Kyoto, Japan). The quality of total RNA was assessed using the RNA Integrity Number (RIN) using the Agilent Bioanalyzer 2100 system (Agilent Tech., Santa Clara, CA, USA) prior to cDNA library construction. The RINs of the samples ranged from 7.8 to 10.0.

### 4.4. Small RNA Library Preparation and Sequencing

Six libraries were established, comprising three from the FA and three from the control groups. Small RNA libraries were constructed using the NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions and subsequently sequenced at the Novogene Bioinformatics Institute (Beijing, China) on an Illumina NextSeq 500 platform (Illumina, San Diego, CA, USA) following the vendor’s protocol with 50 bp single-end mode.

### 4.5. MiRNAs Sequence Data Analysis

Raw data assessed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ accessed on 9 December 2024). Then, cutadapt [53] was used for quality control trimming, and the adapter sequence was removed. Trimmed clean reads between 18 and 35 nt were maintained for downstream analysis. GC content and Q20/30 values were calculated using fastp [54]. Clean reads were mapped to the indexed by bowtie2 [55] reference chicken genome (Gallus_gallus.bGalGal1.mat.broiler.GRCg7b) using the mapper algorithm in the miRDeep2 package [56] with the allow-one-base mismatch parameter. For the analysis and quantification of known miRNAs, a species-specific reference set was prepared using the miRDeep2 software package. First, all mature miRNA sequences were downloaded from the miRBase database (version 22.1; http://www.mirbase.org/ accessed on 9 December 2024). Subsequently, the “extract_miRNAs.pl” module from the miRDeep2 core package was utilized to extraction only the sequences belonging to *Gallus gallus* (gga). This curated set of chicken-specific miRNA sequences then served as the exclusive reference for all downstream quantification analyses.

The raw data of this research were submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/, accessed on 9 December 2024) under accession number GSE295531.

### 4.6. Differentially Expressed miRNAs Analysis

The expression levels of known mature miRNAs in each sample were counted from the created matrix from the 3 FA-treated and 3 control samples. The DESeq2 R package (version 1.49.9) was used to examine the differences in the expression levels between DEMs treated with formaldehyde and control groups with raw counts. The threshold of significantly different expression of miRNAs was set as *p*-adjusted < 0.05 (using BH method [57]) and |log_2_(fold change)| > 1.

### 4.7. Target Gene Prediction and Functional Analysis of DEMs

An in silico method, miRDB (http://www.mirdb.org/, accessed on 9 December 2024), was employed to predict the target genes of DEMs, with chicken database selected as the reference species. To mitigate false-positive target predictions, genes with a target score more than 80 were selected. Gene ontology (GO) enrichment and pathway (KEGG and Reactome) analysis were applied separately down/up miRNAs to the target gene candidates of DEMs using the ConsensusPathDB web service (Max Planck Institute, http://cpdb.molgen.mpg.de/, accessed on 9 December 2024) [58]. Biological process (BP), cellular component (CC), and molecular function (MF) terms in the GO database were obtained. KEGG and Reactome pathway services were used for pathway enrichment analysis. The R package ggplot2 was used for the GO and pathway visualization.

## 5. Conclusions

This study demonstrates that formaldehyde (FA) treatment during embryonic development significantly alters miRNA expression profiles in chicken liver. The regulation of both up- and down-regulated miRNAs suggests that FA disrupts target genes that support normal development.

Further studies should be conducted in the future to confirm the functional significance of the identified miRNA-target gene interactions. Additionally, additional studies are required to assess the persistence and phenotypic consequences of these epigenetic changes beyond the embryonic stage. Our findings highlight the epigenetic sensitivity of the developing embryo to commonly used environmental toxicants such as FA. These data also highlight the importance of reevaluating routine chemical applications in poultry production systems and the need for broader regulatory limits on FA treatment.

## Figures and Tables

**Figure 1:**
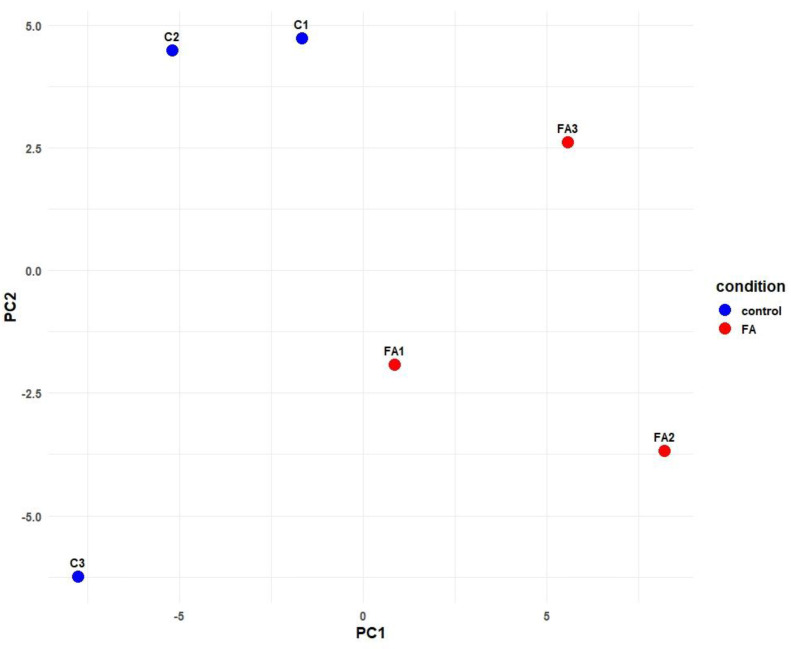
Principal Component Analysis (PCA) of miRNA expression profiles from chick embryo liver samples. Control samples (C1–C3, blue) cluster separately from formaldehyde-treated samples (FA1–FA3, red) along PC1, indicating a treatment effect.

**Figure 2:**
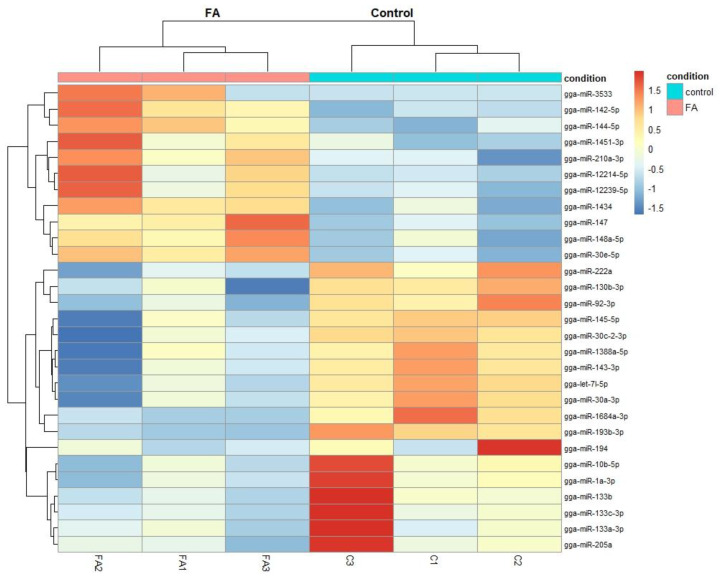
Heatmap of differentially expressed miRNAs. Each row represents significant DEMs, and each column is a sample (FA1, FA2, FA3 = FA-treated; C1, C2, C3 = control). The red color indicates higher level of expression, and the blue color indicates lower level of expression.

**Figure 3:**
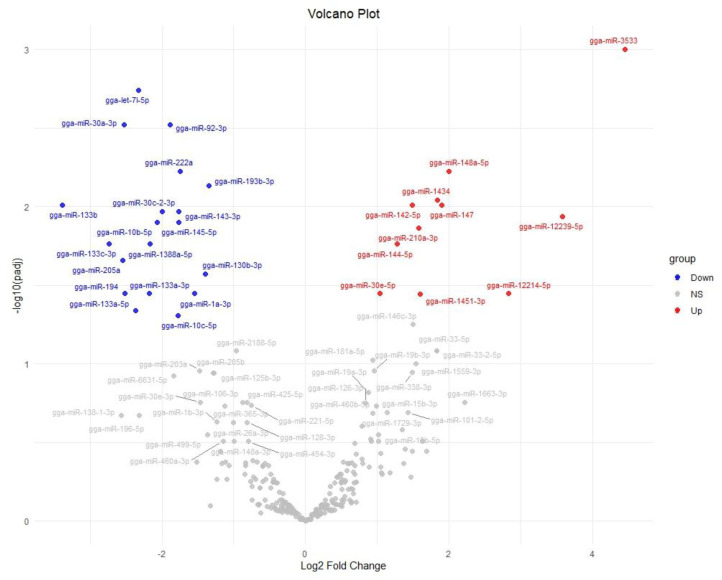
Volcano plot of differential miRNA expression results of FA-treated group vs. control group. Each point represents an miRNA; blue points indicate significantly down-regulated miRNAs in the FA-treated group, red points indicate significantly up-regulated miRNAs (*p*-adjusted < 0.05, |log_2_FC| > 1), and gray points are non-significant (NS).

**Figure 4:**
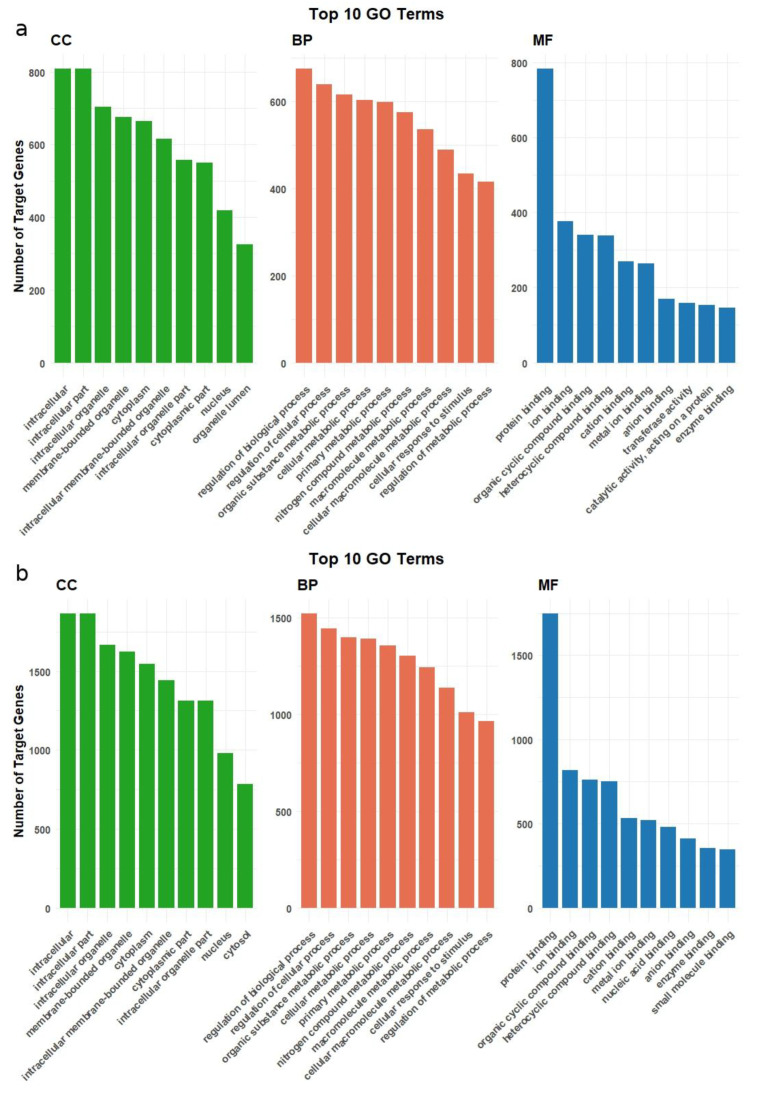
GO terms from Biological Process (BP), Cellular Component (CC), and Molecular Function (MF) categories are included in bar plot of DEMs target genes. (**a**) Top 10 Gene Ontology (GO) terms enriched among predicted target genes of FA-up-regulated miRNAs. (**b**) Top 10 Gene Ontology (GO) terms enriched among predicted target genes of FA-down-regulated miRNAs.

**Figure 5:**
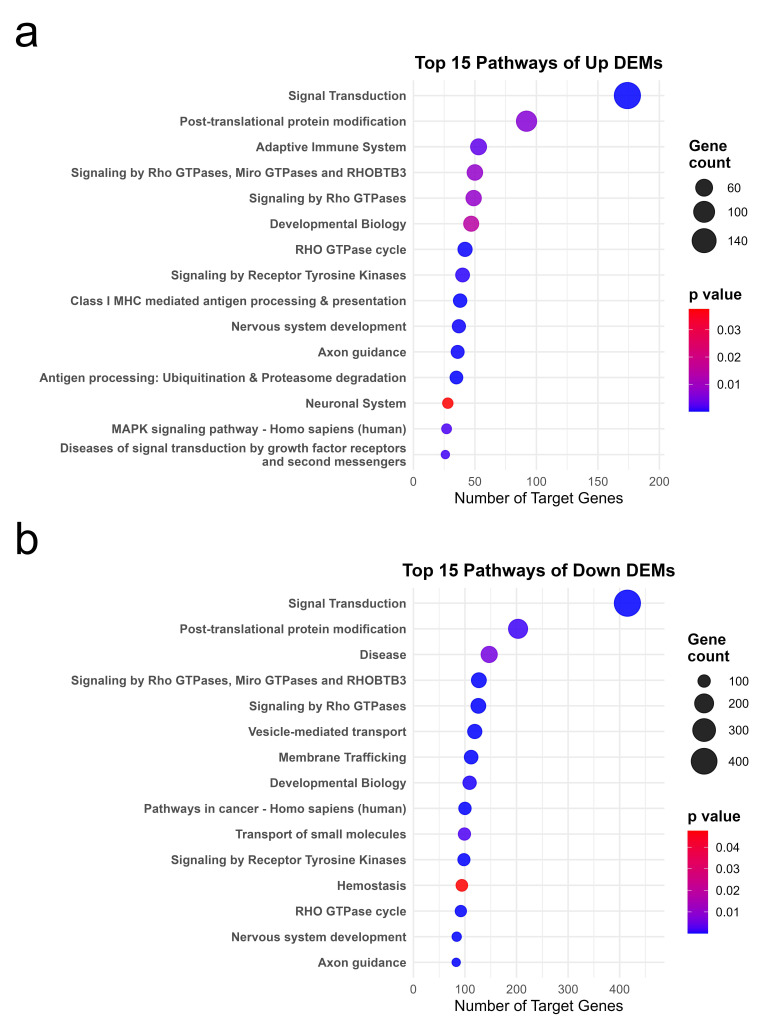
The pathway analysis for target genes of DEMs. (**a**) Top 15 enriched pathways (Reactome/KEGG) among predicted target genes of up-regulated miRNAs. Each pathway is plotted with the number of target genes (dot size) and enrichment *p*-value (color intensity). (**b**) Top 15 enriched pathways (Reactome/KEGG) among predicted target genes of down-regulated miRNAs. Each pathway is plotted with the number of target genes (dot size) and enrichment *p*-value (color intensity).

**Table 1:** Quality and mapping summary of small RNA sequencing reads from control and FA-treated embryo liver samples.

	Raw Reads		Trimmed Reads					
Sample	Raw Reads	% GC	Trimmed Reads	% GC	Q20	Q30	Mapped Reads	Mapped %
C1	6,256,428	50%	5,377,299	46%	99.24%	97.32%	3,865,384	72.379
C2	6,974,290	49%	6,257,434	44%	99.24%	97.43%	5,181,287	83.227
C3	5,489,007	49%	4,993,507	44%	99.27%	97.49%	4,357,515	87.961
FA1	10,220,093	48%	8,814,039	43%	99.33%	97.71%	7,511,638	87.132
FA2	5,919,854	48%	3,820,899	42%	99.12%	96.97%	3,399,960	93.602
FA3	5,016,966	50%	4,118,223	46%	99.05%	96.69%	3,309,574	81.247

**Table 2:** Significantly differentially expressed miRNAs in FA-treated vs. control embryo livers.

miRNA	baseMean	Log_2_FC	*p*-Value	*p*-Adj
gga-miR-3533	38.164892	4.453057	0.000003	0.000997
gga-miR-12239-5p	13.882909	3.582699	0.000577	0.011505
gga-miR-12214-5p	10.217137	2.826239	0.003372	0.035794
gga-miR-148a-5p	1205.717617	1.994005	0.000121	0.005943
gga-miR-147	66.211133	1.893574	0.000335	0.009736
gga-miR-1434	77.881529	1.838995	0.000260	0.009074
gga-miR-1451-3p	73.627625	1.600179	0.003596	0.035836
gga-miR-142-5p	396.305198	1.485202	0.000382	0.009736
gga-miR-30e-5p	64,373.223801	1.035841	0.003019	0.035794
gga-miR-210a-3p	284.758497	1.580432	0.000832	0.013660
gga-miR-144-5p	725.246217	1.271770	0.001146	0.017249
gga-miR-30c-2-3p	190.978155	−1.994259	0.000499	0.010709
gga-miR-10b-5p	367.784900	−2.067845	0.000711	0.012542
gga-miR-193b-3p	447.476617	−1.344009	0.000183	0.007331
gga-miR-130b-3p	9184.792929	−1.393183	0.002106	0.026710
gga-miR-1a-3p	11,719.852639	−1.542965	0.003463	0.035794
gga-miR-222a	2048.361237	−1.740781	0.000127	0.005943
gga-miR-143-3p	121,035.324778	−1.762389	0.000463	0.010709
gga-miR-145-5p	8553.054840	−1.764542	0.000719	0.012542
gga-miR-10c-5p	55.671853	−1.772399	0.005286	0.049166
gga-miR-92-3p	3139.439756	−1.886186	0.000043	0.003015
gga-miR-1388a-5p	350.525535	−2.168952	0.001207	0.017249
gga-miR-133a-3p	236.212541	−2.173803	0.003326	0.035794
gga-let-7l-5p	396.995234	−2.322389	0.000013	0.001814
gga-miR-133a-5p	47.417866	−2.362333	0.004741	0.045612
gga-miR-194	43.556299	−2.514918	0.003255	0.035794
gga-miR-30a-3p	482.244321	−2.530401	0.000036	0.003015
gga-miR-205a	59.202319	−2.547512	0.001648	0.021905
gga-miR-133c-3p	42.136850	−2.731904	0.001236	0.017249
gga-miR-133b	28.789600	−3.383927	0.000383	0.009736

## Data Availability

Sequence datasets were submitted to the NCBI (National Center for Biotechnology Information) Gene Expression Omnibus (GEO) and are available under the accession number GSE295531.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms262110633/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

FA	Formaldehyde
DEMs	Differentially expressed miRNAs
PCA	Principal component analysis
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes

How the deposited data were processed for this re-analysis (not part of the article)

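Small RNA libraries were made from the livers of 3 control and 3 FA-treated chick embryos on day 18 of incubation. The authors removed adapters and low-quality reads with cutadapt, kept short clean reads, mapped them to GRCg7b with the miRDeep2 mapper allowing a single mismatch, and counted them on the chicken mature miRNAs of miRBase. They deposited raw counts, whole numbers per mature miRNA and library without normalization, in one table. The labels of the libraries and the paper name the same 3 control and 3 FA samples, and each column was assigned by its library name. The table also held 85 blank lines, which held 0 counts and stayed out of totals and tests. No name was repeated. The treatment of reads that fit several mature miRNAs is not stated in the text, so members of one family (miR-133, miR-10, let-7, miR-26a) are reported as uncertain.

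The total count was 2968225 to 4131711 in the control libraries and 1173904 to 2703208 in the FA libraries. Counts at this depth give narrow counting errors for abundant miRNAs, and a count of 0 allows up to 3 counts. Intervals and limits cover counting error only.

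The analyses were run in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) on all 6 libraries with group as the only term, TMM scaling, filterByExpr by group and Benjamini-Hochberg adjustment. A DEM had an adjusted p under 0.05 and an absolute log_2_FC above 1, the thresholds of the paper. The filter kept 252 miRNAs, 27 of the 30 in Table 2. For the other 3 the values come from a fit without the filter, and the text says so. A p of a single value between groups is from a two-sided exact permutation test, for which 3 libraries against 3 allow no p below 0.1. The sum of the miR-133 members on the 3p arm was tested as one miRNA. Principal components, clustering and the share of variance between groups used log_2_ CPM with a prior count of 2.

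The alternatives set before the data were examined were DESeq2 1.42.0 and voom of limma 3.58.1 in place of edgeR, other scalings (DESeq2 size factors, total counts, upper quartile), no filter, at least 10 counts in every library, a robust fit, other thresholds, each library left out in turn, and the replicate number as a block. Lists of miRNAs of skeletal and cardiac muscle, smooth muscle and stroma, erythroid cells, leukocytes, epithelium, endothelium and hepatocytes were also written then. They were written after Table 2 was read, and tested with fry and camera of limma. Lists for pancreas and intestine, fits of arm ratios with limma on log_2_ ratios with a pseudocount of 0.5, edgeR's likelihood ratio test, its newer quasi-likelihood fit, and the refits of DESeq2 were chosen after seeing the data.

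The miRNAs named in the text are those the paper names for these libraries and members of the lists where a list is reported, a rule set before the data were examined. Others, such as gga-miR-215-5p, gga-miR-217-5p, gga-miR-216a, gga-miR-216b, gga-miR-146c-5p, gga-miR-30a-5p and gga-miR-1684a-3p, were chosen after their values were seen. Hairpins were placed by name through the RefSeq gene table of GRCg7b, in which 28 of the 30 miRNAs of Table 2 matched a gene. gga-let-7l-5p and gga-miR-10c-5p did not. Genes that hold a hairpin were assigned by position alone, and strands were not compared. Predicted targets were taken from the sheet of up-regulated miRNAs in Table S1, and the sheet of down-regulated miRNAs was not used here.

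The scripts were tested on simulated data. With 200 miRNAs changed 4-fold in each of 5 draws, edgeR called 272 of the 402 changed miRNAs that passed its filter and 3 that were not changed, and DESeq2 called 306 of 595 and 5 that were not changed. In 10 draws with no change, edgeR made 3 calls with the filter and 9 without it, and DESeq2 made 3. The counts were drawn independently for each miRNA and library. No simulated library was thus high for a set of miRNAs, as C2 and C3 were, and the draws can be milder than the data. Splits of the real libraries that mix both groups gave 4 to 18 DEMs with edgeR without the filter, and 0 to 2 with DESeq2.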

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

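The tests in this part were chosen after the result was seen. Among 188 miRNAs that passed the filter and that the paper does not name, 3 had a higher level in every FA library than in every control library and an unadjusted p under 0.05, and 3 had a lower one. The log_2_FC of the higher ones was 1.42 for gga-miR-6694-3p (SE 0.55), 1.52 for gga-miR-1736-3p (SE 0.59) and 1.39 for gga-miR-19b-5p (SE 0.56). Their counts were low, 2 to 14 in the control libraries for gga-miR-6694-3p, 3 to 12 for gga-miR-1736-3p and 12 to 19 for gga-miR-19b-5p. None passed the adjustment over all miRNAs, with adjusted p of 0.207, 0.207 and 0.210 in the quasi-likelihood test of edgeR, and 0.349, 0.361 and 0.264 in DESeq2. The other arm of the last, gga-miR-19b-3p, had a log_2_FC of 0.99.

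With total counts in place of TMM, the smallest of the 3 log_2_FC was 1.24, and with each library left out in turn the lowest was 0.75, for gga-miR-19b-5p, for which FA1 had 4.92 CPM and C3 4.83 CPM. These miRNAs were chosen because every FA library lay above every control library, so the refits do not decide whether the scaling of the libraries or 1 library with few counts lies behind them, and both stay open. Chance stays open as well. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many such miRNAs, counted in both directions. The split by treatment gave 6, and that of C1, FA1 and FA3 against C2, C3 and FA2 gave 22. The miRNAs the paper names, among them those of Table 2, were left out before counting. That lowers the number for the split by treatment above all, so its rank does not decide on chance. An effect of FA on these 3 miRNAs is not excluded, and no biological explanation was tested.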

How the results depend on the processing

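With edgeR, the number of DEMs was 0 (51 miRNAs at an unadjusted p under 0.05), and it stayed 0 with voom (48), DESeq2 size factors (52), total counts (50), the upper quartile (47), at least 10 counts in every library (35) and a robust fit (50), and at an adjusted p under 0.1 or without the fold change threshold. DESeq2 called 30 (11 up-regulated, 19 down-regulated), all 30 in Table 2. Without the filter edgeR called 39 (10 up-regulated, 29 down-regulated), 27 of them in Table 2. In that fit the prior degrees of freedom were infinite, against 4.56 with the filter, and the newer quasi-likelihood fit without a filter, added after seeing the data, called 0 (83 at an unadjusted p under 0.05). The likelihood ratio test of edgeR, also added later, called 10 (4 up-regulated, 6 down-regulated), 9 of them in Table 2. With each library left out in turn, edgeR called from 0 to 4 DEMs, from 0 to 1 up-regulated and from 0 to 4 down-regulated, with from 0 to 3 in Table 2; the 4 were found without C3 and the 1 up-regulated DEM without FA3. Beyond the construction of each fit, the cause was not tested.

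DEMs called by DESeq2 ranged from 4 (without C3) to 30 (without C1, 23 of them in Table 2) across the 6 fits that each left out one library, with 8 without FA3, 16 without FA2 and 19 without C2. They numbered 22 without independent filtering, 27 with total counts as size factors and 10 to 25 after thinning to the smallest total. These fits were added after seeing the data.

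The replicate block gave 4 DEMs with edgeR, all 4 down-regulated and all 4 in Table 2, and 20 with DESeq2. The replicate numbers do not pair the libraries: the deviations of libraries with the same number from their group means correlated at -0.27, 0.22 and -0.42 across miRNAs.

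For the 30 miRNAs of Table 2 and gga-miR-206, gga-miR-499-5p, gga-miR-203a and gga-miR-215-5p, the log_2_FC was compared under the alternatives that gave one, 8 for the 3 miRNAs that failed the filter and 16 or 17 for the others. It kept its direction except for 2 miRNAs outside Table 2. With each library left out in turn, that of gga-miR-206 lay from -2.56 to 0.16 (without C3) and that of gga-miR-215-5p from -2.33 to 0.22 (without C2). Of the values under the alternatives, 459 kept their direction and side of the threshold, 71 came past the threshold and 9 fell short of it. The median log_2_FC of all tested miRNAs was 0.07 with TMM, -0.08 with total counts and 0.13 with the upper quartile.

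The PC1 share was 39.3% with each miRNA scaled, 36.8% without a filter and 47.0% to 50.0% with each library left out. The share of variance between groups was 32.9% to 44.5% with each library left out, the highest without FA1. All 6 libraries sat in the branch of their group in the main clustering, 5 with rlog and with Spearman distance, and 4 with a prior count of 0.5, with total counts and with average linkage. From 4 to 5 of 5 did with each library left out, 4 without C2 or FA3. The cause was not tested.

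The number of miRNAs detected was 310 with a minimum of 10 counts in at least 1 library. Among the 7 lists of miRNAs, 1 passed the threshold with fry, 1 with camera at a preset correlation of 0.01 (another list), 0 with camera at an estimated correlation, and 0 to 1 with each library left out, the 1 being without FA3. The median difference of mean log_2_ CPM between groups for the hepatocyte list lay from -0.55 to 0.32 with each library left out, and was 0.07 without FA2 and 0.32 without C2. That of the leukocyte list lay from -0.32 to 0.084, the latter without C1. The list of predicted targets of up-regulated DEMs held 0 symbols with edgeR's calls and 1032 with those of DESeq2. Hairpins with a shifted arm ratio numbered 10 with a pseudocount of 5, and from 0 (without C1, C2, C3 or FA3) to 9 (without FA1) with each library left out.

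FA2, with the smallest total, limits what can be said of rare miRNAs: a count of 0 there allows 2.79 CPM. Summing of lines with one name was not run because no name was repeated, and the count of arms for edgeR's calls gave no value because there were no calls.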

Differences from the paper's values

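The paper reports 30 DEMs, 11 up-regulated and 19 down-regulated. The quasi-likelihood test of edgeR called 0, 0 up-regulated and 0 down-regulated, with 51 miRNAs at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 30, 11 and 19. edgeR without a filter gave 39, 10 and 29, so its total and its up-regulated number lay within 1.5 times the paper's and its down-regulated number did not. The other alternatives set before the data were examined gave from 0 to 4 DEMs. Of these, the fit without C3 called 3 miRNAs of Table 2, the fit without FA3 called 1 and the fit with the replicate block called 4. The likelihood ratio test of edgeR, chosen after seeing the values, called 9.

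For gga-miR-3533 the paper's adjusted p is 0.000997. This miRNA failed the filter of the main test, and the quasi-likelihood test of edgeR without a filter gave 3.2e-07. The newer quasi-likelihood fit of edgeR without a filter, chosen after seeing the data, gave 0.0626. DESeq2 gave 0.000998, and the fits that each left out one library did not come within 1.5 times the paper's value. For gga-miR-133b the paper's adjusted p is 0.009736, and edgeR gave 0.150. DESeq2 gave 0.00974, and none of the other alternatives set before the data were examined closed the gap. edgeR without a filter gave 9.6e-05 for it.

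The paper gives one list of the most abundant miRNAs for every sample. Only FA1 had all 10 of them among its 10 highest, and FA3 had 8. The paper places gga-miR-133b among the highest points of the volcano plot. By the p of DESeq2 it was at rank 11, and by that of edgeR at rank 24. The heatmap in Figure 2, described as one of the DEMs, shows gga-miR-1684a-3p, which is not in Table 2, and leaves out gga-miR-133a-5p and gga-miR-10c-5p, which are in it. DESeq2 gave no adjusted p for gga-miR-1684a-3p, so it was not among its 30 DEMs.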

Other observations

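The fry and camera tests of lists, and the edgeR fits with all libraries or each left out, were set before the data were examined. The other tests in this part, including every test on other groupings of the libraries, were chosen after the result was seen. The 6 libraries can be split into 3 and 3 in 10 ways, so no share below 0.1 is possible. The split by treatment gave 0 DEMs with edgeR, as did 10 of the 10 splits, and 51 miRNAs at an unadjusted p under 0.05, as many as only 1 of the 10 splits, itself; the others gave 2 to 31. It gave 39 DEMs with edgeR without a filter (others 4 to 18; 1 of the 10 splits gave as many), 30 with DESeq2 (others 0 to 2; 1 of the 10 splits gave as many) and 33.5% of the variance between groups (others 10.7% to 29.4%; 1 of the 10 splits gave as large a share).

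For the 30 DEMs of DESeq2, several technical sources were weighed. After thinning all libraries to one total, the median number of miRNAs of Table 2 called was 20, so the lower totals of the FA libraries do not account for most calls. A few miRNAs taking more of the counts in FA would lower all others alike, most of all when total counts set the scale. With that scale the median log_2_FC of all tested miRNAs was -0.083, far from the absolute log_2_FC above 1 of each DEM, which argues against this as the source of the calls. FA1 and FA2 had a low share of mapped reads on miRNAs and FA3 did not. Of 30 miRNAs chosen by p on 4 libraries, at least 24 moved the same way between a held-out control library and FA3, but the number over all held-out pairs was 15 to 29, with 15, as many as chance gives, between C1 and FA2. FA3 is a single library, so the low share stays open. An effect of FA stays open too, as does a difference between incubators: the paper states that eggs were placed in separate incubators and does not say how these matched the groups. RNA of other tissues in C2 and C3, described next, stays open for part of the down-regulated miRNAs.

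C3 held a set of muscle miRNAs at levels above the other libraries, and mostly far above them. The margin was small for gga-miR-1b-3p, with 70.2 CPM in C3 and 56.9 CPM in C2. Of the list of 10 miRNAs of skeletal and cardiac muscle, written before the data were examined but after Table 2 was read, 8 were tested, 5 of them are in Table 2, and all 8 were highest in C3, by 2.56 to 13.9 times the median of the other libraries. The other 5 libraries also held them at lower levels. The most abundant, gga-miR-1a-3p, had 12906 CPM in C3 and 1507 to 3903 CPM elsewhere. gga-miR-206, outside Table 2, was 12.0 times the median in C3, and its hairpin lies on chromosome 3 from 107387543, near that of gga-miR-133b. A candidate explanation of the lower miR-133 family in FA is RNA of skeletal muscle in the C3 sample. A lower level in FA livers stays open beside it. The sum of the family had a log_2_FC of -0.55 (SE 0.57) without C3, with FA1 above C1, which does not exclude a decrease, and gga-miR-133b was lower in every FA library than in every control library, with a log_2_FC of -1.46 without C3. Of the epithelium list, gga-miR-205a (10.1 times) and gga-miR-203a (6.57 times) were also high in C3, while gga-miR-200a-3p was not (1.06 times), and a source in muscle does not cover these.

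In C2, gga-miR-194 (14.0 times the median of the others) stood with gga-miR-215-5p (9.47 times) and gga-miR-217-5p (64.3 times). gga-miR-217-5p had 904 counts in C2 and 3 to 13 in the other libraries, gga-miR-216b 111 counts against at most 1, and gga-miR-216a 12 against 0. The hairpins of gga-miR-194 and gga-miR-215-5p lie next to each other on chromosome 3, from 18493694 to 18493768 and from 18494000 to 18494104. The lists of pancreas (gga-miR-216a, gga-miR-216b, gga-miR-217-5p) and intestine (gga-miR-215-5p, gga-miR-194) were written after these values were seen, and the hepatocyte list also holds gga-miR-194 and gga-miR-215-5p. RNA of pancreas or intestine in the C2 sample may account for the lower gga-miR-194 in FA, whose log_2_FC was -0.76 without C2. A biological difference of this embryo was not tested.

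The hairpin of gga-miR-3533 lies inside ACTB, and gga-miR-3533 was high only in FA1 and FA2, the libraries with a low share of mapped reads on miRNAs. Fragments of the ACTB transcript may have been counted as gga-miR-3533 there, since FA3 had 2 counts, at the control level. That requires the hairpin and ACTB to lie on the same strand, which was not checked. Of 376 miRNAs with at least 10 counts in all, only 1 was more than 5 times higher in FA1 and FA2 than in every other library. Because both low-share libraries are FA libraries, such fragments and an effect of FA in those embryos cannot be told apart. The RefSeq table places gga-miR-1434, another miRNA of Table 2, at SNORD37, a small nucleolar RNA gene on chromosome 28 from 1881804 to 1881880 within EEF2. Its log_2_FC was 1.88 (SE 0.48, adjusted p = 0.121 in the quasi-likelihood test of edgeR).

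The arms of one hairpin often moved apart. Of 13 hairpins of Table 2 whose arms were both tested, 4 had both arms moving the same way (two-sided exact binomial test, p = 0.267), from 3 of 14 without FA2 to 7 of 14 without FA3. Over all 62 hairpins with both arms tested, the ratio of arms did not overlap between groups in 24, where chance gives 10% and the other splits gave 0 to 8. With limma, 6 had an adjusted p under 0.05 (gga-miR-146c, gga-miR-148a, gga-miR-145, gga-miR-1388a, gga-miR-143 and gga-miR-30a), and 1 of the 10 splits gave as many. None passed without C1, C2, C3 or FA3. For gga-miR-148a the log_2_ ratio of the 5p to the 3p arm was -9.45, -10.74 and -9.55 in the control libraries and -8.25, -5.14 and -6.40 in the FA libraries. A change in transcription alone would move both arms together, and the 6 hairpins argue against it with all libraries in the fit. After thinning to one total the median number without overlap was 20 (17 to 26 in 20 draws), which argues against the difference in totals for the ratios without overlap. The number with an adjusted p under 0.05 was 0 in 6 of the 20 draws, so for the 6 hairpins the difference in totals stays open. The low share of mapped reads on miRNAs stays open: of its libraries, FA1 was the least shifted FA library in 21 of the 24 and FA2 the most shifted in 16. Processing or stability of the arms, the composition of the arms and losses in library preparation stay open. Sequences of the arms were not used here.

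The 7 lists were written before the data were examined but after Table 2 was read. Only erythroid passed with fry of limma (median difference of mean log_2_ CPM 1.17, adjusted p = 0.0173), and 1 of the 10 splits gave as many lists. The adjusted p of the erythroid list ranged from 0.00594 to 0.385 over the alternatives. It passed with total counts and without FA3, and with no other library left out and in neither form of camera. In the quasi-likelihood fit of edgeR, gga-miR-451, the most abundant, had a log_2_FC of 0.25 (SE 0.29), gga-miR-144-3p 1.01 (SE 0.50) and gga-miR-144-5p, in Table 2, 1.32 (SE 0.33). These 3 are the whole list, and their hairpins lie within 1 gene, LOC121107271. With gga-miR-144-5p in Table 2, the list is not independent of that table. These 3 do not decide on more erythroid cells in the FA livers, which stays open. The adjusted p was 0.153 for epithelium, 0.156 for leukocytes, and 0.216 for endothelium, hepatocytes, smooth muscle and stroma, and skeletal and cardiac muscle. With camera at a preset correlation, skeletal and cardiac muscle had an adjusted p of 0.0121, which neither fry nor an estimated correlation gave.

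gga-miR-1684a-3p, which is in the heatmap of the paper (Figure 2) and not in Table 2, had 16, 13 and 8 counts in C1, C2 and C3 and 0 in FA1, FA2 and FA3. It failed the filter. Fitted without the filter, edgeR gave it an adjusted p of 0.0012, and DESeq2 gave it none. In the newer quasi-likelihood fit of edgeR without a filter, the smallest adjusted p of any miRNA was 0.0626, so gga-miR-1684a-3p did not pass. A count of 0 allows up to 1.23, 2.79 and 1.19 CPM in the FA libraries, against 5.86, 2.92 and 2.03 CPM in the control libraries, so C3 lay below what FA2 could have held unseen. No biological explanation was tested.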
